# Differences in brain gene transcription profiles advocate for an important role of cognitive function in upstream migration and water obstacles crossing in European eel

**DOI:** 10.1186/s12864-015-1589-y

**Published:** 2015-05-12

**Authors:** Tomasz Podgorniak, Massimo Milan, Jose Marti Pujolar, Gregory E Maes, Luca Bargelloni, Eric De Oliveira, Fabien Pierron, Francoise Daverat

**Keywords:** Transcripomics, European eel, Water dams, Microarray, Synaptic plasticity, Fish brain

## Abstract

**Background:**

European eel is a panmictic species, whose decline has been recorded since the last 20 years. Among human-induced environmental factors of decline, the impact of water dams during species migration is questioned. The main issue of this study was to pinpoint phenotypic traits that predisposed glass eels to successful passage by water barriers. The approach of the study was individual-centred and without any *a priori* hypothesis on traits involved in the putative obstacles selective pressure. We analyzed the transcription level of 14,913 genes.

**Results:**

Transcriptome analysis of three tissues (brain, liver and muscle) from individuals sampled on three successive forebays separated by water obstacles indicated different gene transcription profiles in brain between the two upstream forebays. No differences in gene transcription levels were observed in liver and muscle samples among segments. A total of 26 genes were differentially transcribed in brain. These genes encode for, among others, keratins, cytokeratins, calcium binding proteins (S100 family), cofilin, calmodulin, claudin and thy-1 membrane glycoprotein. The functional analysis of these genes highlighted a putative role of cytoskeletal dynamics and synaptic plasticity in fish upstream migration.

**Conclusion:**

Synaptic connections in brain are solicited while eels are climbing the obstacles with poorly designed fishways. Successful passage by such barriers can be related to spatial learning and spatial orientation abilities when fish is out of the water.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1589-y) contains supplementary material, which is available to authorized users.

## Background

Among anthropogenic environmental alterations, habitat loss and fragmentation are considered as a major threat to biological diversity [1] and dealing with these changes is among the greatest challenges faced by conservation biologists [2]. Habitat fragmentation of aquatic ecosystems is mainly induced by anthropogenic barriers such as dams and weirs [3]. Main effects of human-induced barriers are: (1) modification of abiotic conditions [4], (2) disruption of population and aquatic community structure in subsequent habitats [5-7] as well as (3) disruption of gene flow [8] and (4) biodiversity loss [9].

**Figure 1:**
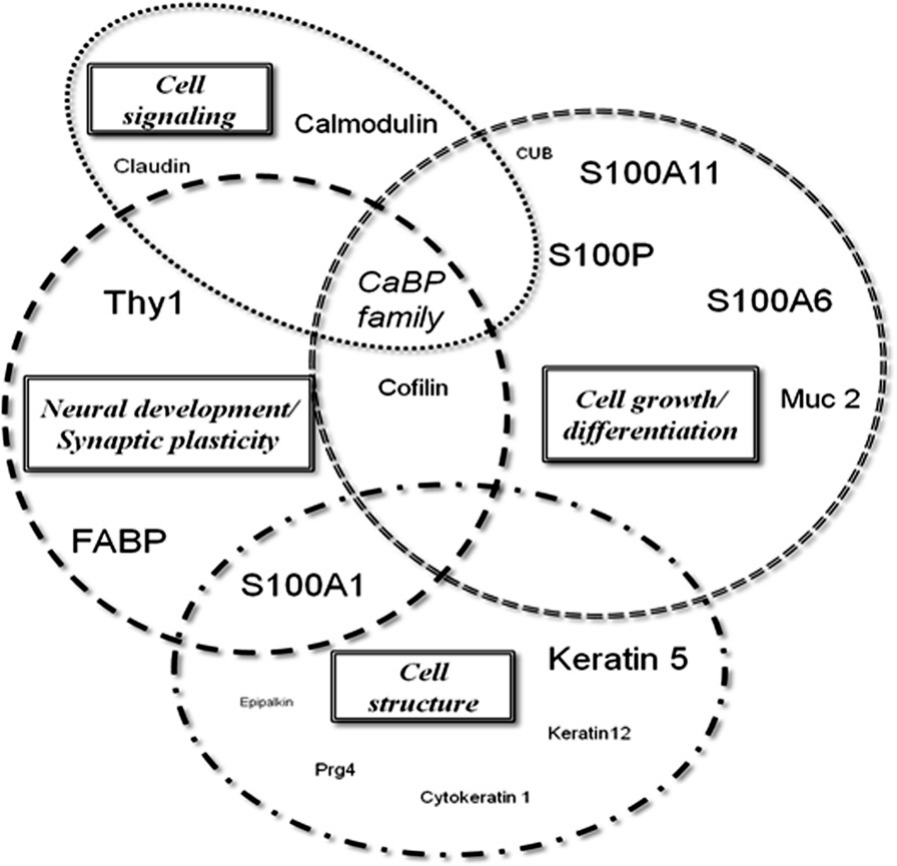
Biological functions of main genes differentially transcribed among segments 3:1 and segments 3:2. The font size is chosen according to the ratios of fold changes; i.e. FC 3:1/ FC 3:2 (Table 4). For more detailed information on each genetic sequence, BLAST statistics, and gene ontology, please see Additional file 1: Table S1.

Endemic species as well as migratory species are the most affected by water impoundment [10,11]. In the case of migratory species, habitat switch can be sometimes imperative in order to reach a particular ontogenetic stage. For diadromous species (i.e. salmonids or eels), growth and reproduction stages require different salinity environments and thus free-flowing corridors between habitats are required to fulfill their life cycle [12]. Therefore, investigating the effects of fragmentation effects on their migratory behavior is of great importance.

European eel *Anguilla anguilla* is a facultative catadromous fish species with a particularly complex life cycle that includes two trans-Atlantic migrations and two metamorphoses. European eel spawns in the remote Sargasso Sea [13]. After spawning, larvae of European eel drift back towards Europe and cross the Atlantic transported by the Gulf Stream system to the coasts of Europe and North Africa. Upon reaching the continental shelf, larvae metamorphose into glass eels and complete the migration into continental (fresh, estuarine and coastal) waters as yellow eels. After a highly variable feeding period in the continent, yellow eels metamorphose into silver eels that migrate back to the Sargasso Sea in a migration of 5,000-6,000 km. Upon reaching the Sargasso Sea, silver adults reproduce once and die. European eel is considered to be critically endangered of extinction with a 90-99% decline observed throughout the distribution range of the species in the last 30 years [14]. The drop in population numbers has affected both recruitment and pre-adult/adult stages and causes of the decline include both anthropogenic (overfishing, man-introduced parasites and diseases, pollution, habitat fragmentation) and natural factors. Among human-related barriers, construction of dams and the consecutive fragmentation of habitats is one of the possible factors contributing to this sharp decline, mainly because water impondment preclude (1) the upstream migration of glass eels to feeding grounds and (2) the spawning migration of adults from the feeding to the spawning grounds in the Sargasso Sea.

Studies addressing the impact of migration barriers on eel upstream migration have mainly focused on quantitative aspects such as mortality of glass eels/elvers downstream of dams due to predation, diseases or intraspecific competition [15]. Such studies also quantified barrier permeability by estimating the abundance of eels on either site thereof. Indeed, many evaluations of single-species specific fishways accounted for passage and attraction efficiency and were only based on the proportion of individuals approaching, engaging and succeeding to pass designed apparatus [16,17]. Although several phenotypic traits are expected to be associated with glass eel upstream migration [18,19], none of them has been studied in the context of passage by water obstacle. In this sense, large individual size [20], swimming speed and high energy reserves could facilitate the success of passage, whereas activity, exploratory behavior and sensibility to environmental cues [21] could increase the probability to find the fishway entrance.

Several authors have proposed a hypothesis of energy- or thyroid- dependent propensity to migrate in glass eels [18,22,23]. According to this hypothesis, the thyroid hormone metabolism is involved in the upstream migration of glass eels. This is in agreement with previous experimental studies that showed that thyroxin (T4) is involved in the migratory behavior of fish [24,25]. A role of the thyroid hormone metabolism in climbing waterfalls has also been suggested in juvenile American eels [26]. Thus, the interindividual variations in thyroid hormone metabolism could be responsible for interindividual variations in “motivation” of juvenile eels to swim against the current and to climb water obstacles.

The aim of the present study was to investigate the interindividual variation of phenotypic traits involved in the passage of water barriers. The chosen approach relied on the comparison of gene transcription (mRNA) patterns among wild glass eels collected below and above successive obstacles dispersed along the same river course.

A non *a priori* approach was chosen to identify individual traits that could differ between downstream and upstream fish. Microarray analysis was used to detect interindividual patterns of gene transcription from a large and functionally diverse set of genes (14,913 annotated contigs [27]) from fish sampled above and directly below the barriers in a river carefully selected for its homogenous conditions.

Three different tissues were sampled: (1) muscle to provide information on fish swimming capacities [28], (2) liver as a proxy for the physiological state of organism [29], and (3) brain, to provide information on perception of environmental cues, arousal, motivation, learning and many other functions involved in behavioral patterns such as those linked to hormone metabolism [22,23].

## Methods

All procedures used in this study were approved by the Aquitaine fish-birds ethic committee (a committee approved and registered by the French Ministry of Higher Education and Research under number 73).

### Sampling site

Canal des Etangs, a freshwater corridor in South-Western France (44.75-44.95 N, 1.1-1.2 W) is a former artificial canal, built in 1850, linking Arcachon Basin to Lacanau Lake. The river line is linear, whereas the water flow remains homogenous and controlled by several weirs. Three successive low-distanced obstacles were built along the river length. The first weir (1,5 m height) is located at 4 km from the tidal limit and equipped with a fish ladder (6 m length, 45° slope) specifically designed for glass eels. It determines the upper limit of the most downstream 4 km section of the canal called segment 1 (Pas du Bouc; +44° 50’ 27.95”, -1° 9’ 8.09”). The second (Langouarde, +44° 51’ 32.92”, -1° 9’ 5.03”) and the third (Joncru; +44° 52’ 57.13”, -1° 8’ 11.70”) weirs are different from the first one, but similar between them; they are larger (2,5 m height) and equipped with identical fishways (rock ramp). The distances from the first weir to the 2^nd^ and 3^rd^ one are respectively 2.3 and 5.3 km (Table 1).

**Table 1:** **Number of pools of tissue samples from each segment used for microarray analyses**

**Sampling site**	**Tissue (number of pools analyzed by DNA microarray analyses)**			**Distance from the 1st segment (km)**
	**Brain**	**Muscle**	**Liver**	
Pas du Bouc (segment 1)	3	3	3	0
Langouarde (segment 2)	3	3	3	2.3
Joncru (segment 3)	3	0	3	5.3

Each pool corresponds to 3 individuals from the same segment. Additionally, the distance from the sampling site to the first segment is shown.

### Sampling

Eels were collected using electrofishing during three consecutive days 6-8^th^ of June 2012 under similar climatic and hydrological conditions. Individuals were sampled below the obstacle, close to the fishway entry in segment 1 and 2. Fish from the segment 3 were sampled on the fishway, as water depth before the obstacle, approximately 2 meters, precluded the use of electrofishing. Ten individuals were selected from each site according to their body size (between 83 and 155 mm) and health status (no externally visible pathogens) to minimize the potential bias. Sampled and selected fish were immediately sacrificed by decapitation and the whole brain (ca. 3.5 mg), liver (ca. 30 mg) and muscle tissues (ca. 40 mg, posterior bottom body part, skin removed) were dissected and stored in separate tubes with RNAlater buffer (1 mL, Qiagen) for gene transcription analysis. Additionally, individual weight was measured for relative condition factor (Kn) calculation [30] and otoliths were extracted for further age analysis.

### Otolith analyses

Sagittal otoliths were embedded in glass slides and submerged by a drop of glue. The otolith was then polished until the core was reached, etched with 10% EDTA, stained with 5% toluidine blue to enhance the annuli and observed with optical microscope (Nikon Eclipse 90i, Japan). For each otolith, age estimation by counting the annuli around the primordium was performed by two independent readers.

### Microarray analyses

Samples of brain, muscle and liver were homogenized by measn of a bead mill homogenizer (45 sec at 3000 oscillations per sec, Mixer Mill MM 200, Retsch). Total RNAs were extracted using the Absolutely RNA RT-PCR Miniprep kit (Agilent) according to the manufacturer’s instructions. A total of 9 fish were used for each sampling site, i.e. 3 pools of 3 individuals by site. RNA quality was evaluated by electrophoresis on a 1% agarose gel. RNA purity and concentration was determined using a NanoDrop spectrophotometry and Agilent 2100 Bioanalyzer. Samples were considered as of good quality RNA when showing A260/280 and A260/230 ratios close to 2 and a minimum RIN (RNA Integrity Number) of 8.

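Each of the 24 arrays was hybridized with RNA from 1 pool of 3 eels, so that every comparison between segments rests on 3 pools against 3, without replicate arrays, and this number limits the precision of each value. The arrays were read in 1 colour and carried 14913 probes of 60 bases together with 536 control spots. Agilent Feature Extraction 9.5.1 gave each spot an intensity from which the background was subtracted and spatial trends were removed, with a surrogate value for spots not above background. These intensities were taken from the deposited scanner output. Control spots were left out, as were 115 spots over all arrays that the software marked as outliers. The remaining intensities were put on the log2 scale and quantile-normalized within each tissue. The deposited table of the authors' normalized values ranks the probes of every array as these intensities do (Spearman's rho of 1.0 across probes on every array), and its maximum is equal on all arrays of a tissue. Segments were compared in pairs within a tissue with limma, which fits a linear model to each probe and moderates its variance over all probes. A probe was called when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change at least 1.5. The arrays lay on 5 slides that were scanned in separate sessions. The first session held the brain and liver arrays of segments 1 and 3, on slides 1 to 3. All brain and liver arrays of segment 2 and all muscle arrays were on slides 4 and 5 and belonged to the later session. For brain and liver, the session and the segment therefore cannot be told apart where segment 2 is compared with another segment.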

Microarray analysis was conducted using an European eel-specific array consisting of a total of 14,913 probes based on a large collection of high-throughput transcriptomic sequences [27]. Probe sequences and further details on the microarray platform can be found on the GEO database under accession number GPL15124. Sample labelling and hybridization were carried out following the Agilent One-Color Microarray-Based Gene Expression Analysis protocol (Low Input Quick Amp Labelling) [31]. For each individual, 100 ng total RNA were linearly amplified and labelled with the fluorescent dye Cy3-dCTP. In order to monitor microarray analysis work-flow, Agilent Spike-in Mix (a mixture of 10 different viral poly-adenylated RNAs) was added to each RNA sample before amplification and labelling. Labelled cRNA was purified with Qiagen RNAeasy Mini Kit and sample concentration and Cy3 specific activity were measured using a Nanodrop ND-1000 spectrophotometer.

A Cy3 specific activity between 8 and 17 pmol Cy3 per μg cRNA was considered adequate for hybridization. Prior to hybridization, a total of 600 ng of labelled cRNA was fragmented for 30 min at 60°C by adding 5 μl 10X Blocking Agent and 1 μl Fragmentation buffer, and finally diluted with 25 μl 2X GE Hybridization buffer. A volume of 40 μl was dispended into the backing slide, assembled to the microarray slide (each slide containing eight arrays) and placed in the hybridization chamber. Slides were incubated for 17 h at 65°C in an Agilent Hybridization Oven. Afterwards, slides were removed from the hybridization chamber, disassembled in GE Wash Buffer 1, and washed for 1 min in GE Wash Buffer 1 followed by one additional wash for 1 min in GE Wash Buffer 2. Hybridized slides were scanned at 5 μm resolution using an Agilent DNA microarray scanner. Slides were scanned at two different sensitivity levels (XDR Hi 100% and XDR Lo 10%) to increase the power to detect both lowly and highly expressed genes. The two linked images generated were analyzed together. Data were extracted and background subtracted using the standard procedure in Agilent Feature Extraction (FE) software v. 9.5.1. Data was normalized using a quantile normalization procedure using R (http://www.rproject.org/). Normalized fluorescence data from the arrays have been deposited in the GEO database (http://www.ncbi.nlm.nih.gov/geo) under accession number GSE56040. Differentially transcribed genes across samples were identified using the program SAM (Significance Analysis of Microarrays) version 4.0 [32], with the FDR cutoff of 5%. Groups (pools of individuals from each of three segments) were compared using the two-class unpaired test and up-and-down regulated genes were identified. A minimum fold change of 1.5 between groups was considered.

In total, 14,913 genetic sequences were analyzed from brain and liver of 27 individuals (9 pools of three individuals) and from muscle of 18 individuals (no samples from the third segment) (Table 1).

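The 14913 probes stand for 13523 contigs, of which 1390 have a sense and an antisense probe, and 442 probes share their whole sequence with another probe. In brain, the median share of probes well above background was 75.3% of the probes in segment 1, 84.2% in segment 2 and 79.5% in segment 3. The corresponding medians in liver were 64.8%, 69.8% and 66.9%. In muscle they were 61.4% in segment 1 and 68.2% in segment 2. Between brain pools of a segment, the correlation of normalized log2 intensities across probes ranged from 0.893 to 0.986, and between pools of different segments from 0.889 to 0.981; probes are not independent replicates. In liver, this correlation lay between 0.948 and 0.980 within a segment, and in muscle between 0.958 and 0.983.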

### Quantitative RT-PCR validation of microarray results

A total of 6 genes showing different transcription levels among segments (*claud4, cfl1, s100a1, s100a6, s100a11, thy1*) were chosen to validate the microarray results by means of quantitative real-time Reverse Transcription Polymerase Chanin Reaction (qRT-PCR). For each gene, specific primer pairs were determined using the Primer3Plus software [33] (see Additional file 1: Table S1). Gene transcription level was measured by quantitative real-time Reverse transcribed-Polymerase Chain Reaction (RT-PCR), using the *β-actin* gene as reference. Amplification of cDNA was monitored using the DNA intercaling dye SyberGreen. Real-time PCR reactions were performed in a MX3000P (Stratagene) following the manufacturer’s instructions (one cycle at 95°C for 10 min, and 40 amplification cycles at 95°C for 30 s, 60°C for 30 s and 72°C for 30 s). Each 25 μL reaction contained 1 μL of reverse transcribed product template, 12.5 μL of mix including the SyberGreen fluorescent dye and the enzyme (GoTaq Probe qPCR Master Mix, Promega), 9.5 μL of sterilized pure-water and 2 μL of the gene-specific primer pair at a final concentration of 200 nM for each primer. Reaction specificity was determined for each reaction from the dissociation curve of the PCR product and by electrophoresis. The dissociation curve was obtained by following the SyberGreen fluorescence level during gradual heating of the PCR products from 60 to 95°C. Relative quantification of each gene transcription level was normalized according to the *β-actin* gene transcription. Hence, during our experiment, total RNAs were quantified and a same quantity was used for reverse-transcription. During the subsequent qPCR amplifications, the output cycle corresponding to *β-actin* was examined. This output was always obtained around the same output cycle and no significant variations were observed among conditions, demonstrating the relevance of the β-actin as reference gene in our conditions.

### Statistical analyses

Comparisons among fish groups were performed by analysis of variance (ANOVA), after testing the assumptions of normality (Shapiro-Wilk test) and homoscedascity (Bartlett test) of the error terms. When assumptions were not met, the non-parametric Kruskal Wallis test was used. If significant effects were detected, a Tukey HSD test was used to determine whether means between pairs of samples were significantly different from each other. Computations were performed using R (http://www.r-project.org/).

## Results

### Morphometric data

First, no difference in length or weight were observed among segments (p = 0.548). In addition, no age difference was observed among segments (p = 0.497). At the opposite, the relative body condition was significantly influenced by sampling site (Table 2) and post-hoc analysis indicated significantly lower Kn values in fish sampled in the 3^rd^ segment (Joncru) in comparison with those sampled from the 1^st^ and the 2^nd^ segments (p < 0.001 and p = 0.012 respectively). No difference was observed between the 1^st^ and the 2^nd^ segment (p = 0.12) (Table 2).

**Table 2:** **Size, weight, age and relative condition factor (Kn) of glass eels sampled along the three segments (mean ± SE, n = 9 per site)**

**Origin**	**Length (mm)**	**Weight (g)**	**Age (y)**	**Kn**
Segment 1	125.22 ± 21.59	3.39 ± 1.70	1.33 ± 1.18	1.20 ± 0.13^a^
Segment 2	116.44 ± 19.13	2.32 ± 1.18	0.83 ± 0.72	1.06 ± 0.18^a^
Segment 3	117 ± 14.98	1.81 ± 0.75	1.50 ± 1.05	0.82 ± 0.16^b^

Means designated with different letters (a,b) are significantly different (Tukey’s HSD test, P < 0.05).

### Microarray results

No differences in gene transcription levels were observed in liver and muscle samples among segments. 

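In liver, 42 of the 14913 probes were called between segments 2 and 1, with 26 higher and 16 lower in segment 2. Of these 42 probes, 23 were not well above background on every array of either segment. The largest rise by fitted values was that of the probe of contig eeel_c14689. Its log2 intensity was 5.30 ± 0.33 (SD, n = 3) in segment 2 and 1.87 ± 0.19 (SD, n = 3) in segment 1. It was not well above background on any array of segment 1, so that its level was at least 2.31-fold higher (adjusted p = 0.0210, limma). Contig eeel_c39361 was at least 1.97-fold higher (adjusted p = 0.0402, limma). Lower in segment 2 were eeel_c51331, by at least 2.61-fold, and eeel_c43487, by at least 2.26-fold (both adjusted p = 0.0402, limma), though they were well above background on only 2 and 1 of the arrays of segment 1. These 42 calls depended on the processing. Scaling each array to its 75th percentile gave 2885 calls, 157 higher and 2728 lower in segment 2, so that the balance was reversed. The count was 0 with the slide as a block, after normexp background correction or with a variance prior that follows intensity. Without any 1 of the 6 pools, at most 2 probes were called. Between segments 3 and 2 of liver, 11 probes were called, 3 of them higher in segment 3 and 8 lower, and 5 of the 11 were not well above background on every array of either segment. Contig eeel_c33322 was at least 2.04-fold higher and contig eeel_c7956, by its sense probe S_eeel_c7956, at least 2.18-fold lower (both adjusted p = 0.0448, limma). Next to them were eeel_c21730, at least 1.43-fold higher with 1 array well above background, and eeel_c106, at least 1.32-fold lower, at the same adjusted p. Without scaling between arrays 85 probes were called, 75 higher and 10 lower in segment 3, so that the balance depended on the scaling. With the slide as a block, or without pool 4, 5, 6, 8 or 9, no probe was called in this comparison by limma. Without pool 7 there was 1 call. All liver arrays of segment 2 were scanned in another session than those of segments 1 and 3. In both liver comparisons with segment 2, session and segment therefore cannot be told apart. Between segments 3 and 1 of liver, limma called 0 probes (smallest adjusted p 0.848); 813 probes had an unadjusted p under 0.05, where chance gives 746, and SAM on unlogged values called 2. In muscle, the comparison of segments 2 and 1 gave 0 calls by limma (smallest adjusted p 0.236), 1372 probes at an unadjusted p under 0.05, and 2 calls by SAM on unlogged values. Taking the slide as a block, 8 muscle probes were called, all lower in segment 2, but on the slide that holds both segments a lone pool of segment 1 (pool 2) stands against 3 of segment 2 and is assumed to vary like the other pools. Leaving out pool 5 gave 2 calls.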

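Whether a segment effect differed between brain and liver was tested as an interaction in limma, over 12 arrays per comparison. For segments 3 and 1, 0 probes had an effect that differed between the tissues (smallest adjusted p 0.158), and 711 had an unadjusted p under 0.05. For segments 3 and 2, 12 probes had an effect that differed, which was higher in brain for 9 and lower for 3. The smallest adjusted p was 0.0329 (limma), and 5 of the 12 were also called in brain alone. The test takes brain and liver pools as independent. With the pool number as a block, which takes brain and liver pools of a number as the same eels, 0 probes had an effect that differed for segments 3 and 2. Without the block, leaving out brain pool 4 or liver pool 5, 6, 7 or 9 gave 0 of these calls, and leaving out brain pool 8 gave 28. The corresponding interaction with muscle was not analysed here.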

The only differences were observed in the brain tissue (Table 3). Only few differences (n = 5 genes, FDR cutoff = 5%) were observed between segments 1 and 2 (Table 3). 

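Between brain of segments 2 and 1, 13 probes were called, 8 of them higher and 5 lower in segment 2. Over all probes, the pools of the 2 segments did not overlap for 20.4%, where chance gives 10%. Of the 13 probes, 9 were not well above background on every array of either segment. The largest rise by fitted values was that of contig eeel_rep_c38050 (adjusted p = 0.0275, limma). Its log2 intensity was 4.52 ± 0.17 (SD, n = 3) in segment 2 and 2.21 ± 0.02 (SD, n = 3) in segment 1. Contig eeel_c36460 followed (adjusted p = 0.0442, limma). Both were not well above background on any array of segment 1 and close to that limit in segment 2, so that no fold change is given. The largest falls by fitted values were those of eeel_c49735 and eeel_c22695, neither of which was well above background on any array of the 2 segments. The alternative that moved this count most was scaling to the 75th percentile, with 43 probes higher and 926 lower. With the slide as a block, with all segments in 1 fit or without pool 1, 2, 3 or 4, limma called 0 probes. An unadjusted p under 0.05 was reached by 1380 probes with the slide as a block and by 1760 without it, and SAM on log2 values called 5. Without pool 5 there were 3 calls and without pool 6 there were 2. All brain arrays of segment 2 were hybridized and scanned apart from those of segment 1.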

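Between brain of segments 3 and 1, 57 of the 14913 probes were called by limma, all of them higher in segment 3, with a smallest adjusted p of 0.00925. Over all probes, the pools of the 2 segments did not overlap for 17.1%, where chance gives 10%. The largest rise by fitted values was that of the probe of contig eeel2_c3912 (adjusted p = 0.00925, limma). Its log2 intensity was 2.44 ± 0.08 (SD, n = 3) in segment 1, not above background on any array, and 8.17 ± 0.51 (SD, n = 3) in segment 3. The rise was at least 7.81-fold, and as a bound it does not fix the rank of this contig. Contig eeel2_c172 followed with a log2 fold change of 5.08 (standard error 0.36, adjusted p = 0.0209, limma) and was well above background on 1 array of segment 1. The files give neither contig a gene name. No scaling between arrays moved this count most, to 197 probes, all higher in segment 3. When the slide was a block, limma called 0 probes at an adjusted p under 0.05 and 761 at an unadjusted p under 0.05. Pool 1 was the only brain pool of segments 1 and 3 on its slide, so that this fit amounts to leaving out pool 1. Leaving out pool 1, 3, 7 or 9 gave 0 calls, leaving out pool 2 gave 1, and leaving out pool 8, whose array had a raised background, gave 68. Between brain of segments 3 and 2, 44 probes were called, of which 33 were higher and 11 lower in segment 3. The largest rises were those of eeel2_c1717, with a log2 fold change of 3.77 (standard error 0.38), and eeel_c15044, with 3.60 (standard error 0.36), both at an adjusted p of 0.0447 (limma). The largest falls by fitted values were those of eeel_c9762 and of the sense probe S_eeel_c42303. The former had a log2 fold change of -2.92 (standard error 0.30, adjusted p = 0.0458, limma). The latter was at least 1.38-fold lower (adjusted p = 0.0292, limma). SAM on log2 values gave 177 calls in this comparison and no scaling gave 0. Without pool 8 there were 83 calls, and without any 1 of the other 5 pools 0.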

A larger number of genes was differentially transcribed when comparing segment 3 with the other two segments: 50 genes between segments 1-3 and 74 genes between segments 2-3 (FDR cutoff = 5%).

**Table 3:** **Number of genes with significant transcription level differences in fish brain sampled along three river segments separated by water obstacles (SAM Pairwise comparison; FC > 1.5; FDR cutoff = 5%)**

**COMPARISON**	**UP-REGULATED**	**DOWN-REGULATED**
Segment 2 vs 1	0	5
Segment 3 vs 1	49	1
Segment 3 vs 2	54	20

For each comparison, the most downstream segment concerned was used as reference.

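Of the 57 probes called in brain between segments 3 and 1 and the 44 called between segments 3 and 2, 17 were shared, all of them higher in segment 3. These comparisons have the pools of segment 3 in common, which by itself relates their results. In 100 simulations without any difference between segments, the shared calls had a median of 0 and a maximum of 0. Across all probes, the log2 fold changes of both comparisons had a correlation of 0.761, against a median of 0.499 and a maximum of 0.538 in the simulations, and 76.9% of probes had the same sign in both, against a median of 66.7%. The simulations drew each probe independently, whereas a deviation shared by many probes in the pools of segment 3 would raise both values. The simulated range is therefore too narrow, and these values do not by themselves show a difference between segments. The number of shared calls was 100 under SAM on log2 values. It moved most, to 106, under SAM on the log2 values of the authors' normalized table, which was chosen after the data had been seen. It was 0 without scaling between arrays, and 0 without any 1 of pools 1 to 7 or pool 9.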

A total of 40 genes were common to the comparisons between segments 1-3 and segments 2-3. Moreover, all these genes were up-regulated in the most upstream segment. Indeed, these common genes showed a progressive pattern of expression, i.e. the more upstream the segment (or distanced), the more the genes were overexpressed. 

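All 40 sequences of Table 4 were higher in brain of segment 3 than of segment 1, and also than of segment 2, in the deposited intensities. Their median log2 fold change was 3.26 (range 1.22 to 5.03) against segment 1 and 2.85 (range 0.96 to 4.11) against segment 2. In each of the 40 sequences, every pool of segment 3 was higher than every pool of the other segments. Adjusted over all probes, 20 of the 40 were called against segment 1 and 13 against segment 2; 9 were called in both, 15 in 1 of them and 16 in neither. The adjusted p of the 40 sequences ranged from 0.00925 to 0.214 against segment 1 and from 0.0292 to 0.197 against segment 2 (limma). Adjusted over the list alone, all 40 were called in both comparisons. The list was chosen by the paper on these same pools for being higher in segment 3, so that neither these calls, nor the order of the pools, nor the set tests that follow are independent evidence of the rise. As a set, the 40 sequences differed with an adjusted p of 3.4e-05 against segment 1 and 3.9e-04 against segment 2 (limma's fry test, adjusted over the 3 comparisons). The camera test with a preset correlation gave smaller values, and with an estimated correlation it gave an adjusted p of 0.00347 and 0.0193 (limma). An exact permutation test of the median gave p = 0.1 in both comparisons, the smallest p that 3 pools against 3 allow. The 40 sequences have 36 distinct probe sequences. In 6 of the 40, no array of segment 1 was well above background, and with these at the background limit the median against segment 1 was 2.90. For 1 of the 6, the zona pellucida-like protein, no fold change against segment 1 is given, since its mean in segment 3 did not exceed that limit. Over the alternatives, the median log2 fold change moved most without scaling between arrays, to 4.18 against segment 1, where the median of all probes moved to 0.78. Leaving out pools moved the median against segment 2 most without pool 5, to 2.43.

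**Figure D1:**
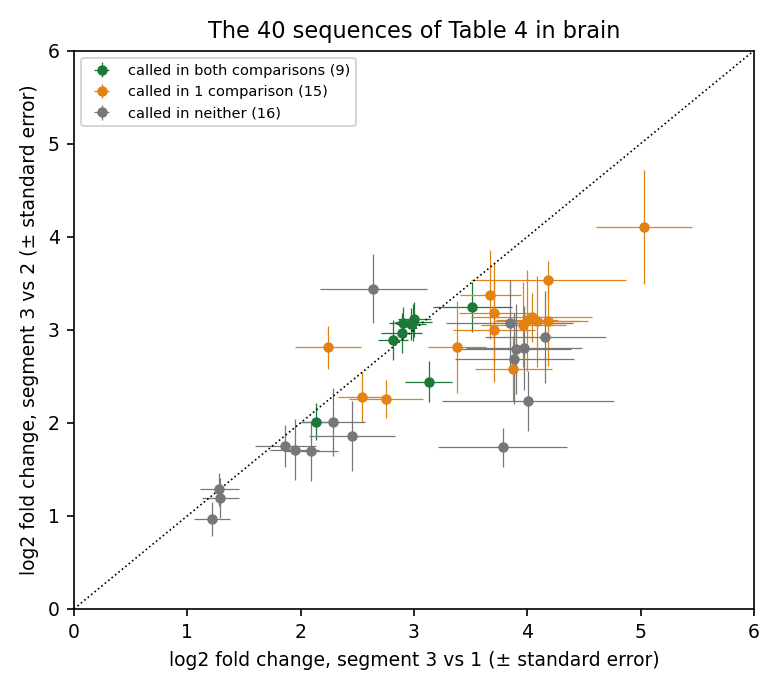
Log2 fold change of the 40 sequences of Table 4 in brain, segment 3 against 1 on the horizontal axis and segment 3 against 2 on the vertical axis. Each point is a sequence, bars are standard errors over 3 pools per segment, the dotted line marks equal changes, and the colours give the calls over all probes (9 in both comparisons, 15 in 1 of them, 16 in neither). All points lie above 0 on both axes.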

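By fitted values, the step from segment 1 to segment 2 was smaller than that from segment 2 to segment 3 in all but 1 of the 40 sequences. The exception is the C59 protein, which, like 5 other sequences, was not well above background on any array of segment 1, so that the size of its step from there is not measured. In segment 2, 31 of the 40 had higher fitted values than in segment 1 and 9 had lower ones, with a median log2 fold change of 0.52 (range -0.80 to 2.05, the last for C59). With the sequences that were well above background in segment 2 alone at the background limit in segment 1, the median was 0.28. No sequence of the list was called between segments 2 and 1, over all probes or adjusted over the list alone, and in 3 of the 40 the pools did not overlap, close to the 10% that chance gives. The set test gave an adjusted p of 0.277 by fry and 0.346 by camera with an estimated correlation (limma). Only camera with a preset correlation called this step, at an adjusted p of 3.2e-04 (limma). By an exact permutation test of the median, p was 0.2. Keratin 5 (contig eeel_rep_c59287) had a log2 intensity of 8.15 ± 0.79 (SD, n = 3) in segment 1, 9.08 ± 1.19 (SD, n = 3) in segment 2 and 13.18 ± 0.22 (SD, n = 3) in segment 3, so that its step between the first segments was within the spread of the pools. Mucin5 (contig eeel2_c2120) had 7.38 ± 0.90 (SD, n = 3), 6.58 ± 0.69 (SD, n = 3) and 10.02 ± 0.12 (SD, n = 3) in the same order, with a lower mean in segment 2 than in segment 1 that was also within that spread.

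**Figure D2:**
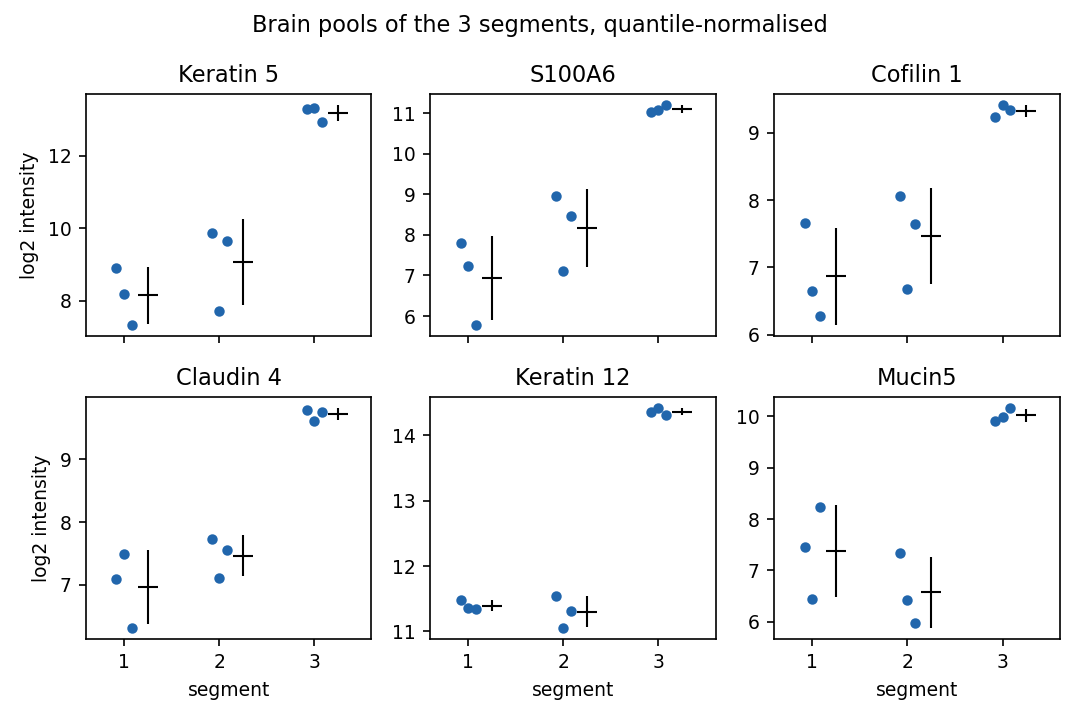
Quantile-normalized log2 intensity of 6 sequences of Table 4 in the brain pools of the 3 segments. Each blue point is a pool of 3 eels, and the black bars give the mean and SD of the 3 pools. Every pool of segment 3 lies above all pools of segments 1 and 2, whose points overlap.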

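Among the 40 common sequences, 31 had a larger fold change of segment 3 against segment 1 than against segment 2. The ratio of both fold changes equals the fold change of segment 2 against segment 1. For the 11 sequences whose ratio the paper reports as 2 or more, the median log2 fold change of segment 2 against segment 1 was 1.17, and for the others 0.26. Of these 11, 4 were not well above background on any array of segment 1, namely the C59, Thy1, SH3 and FABP proteins, so that their fold changes against segment 1 are bounds. For C59, the level in segment 2 was at least 1.21-fold higher than in segment 1, and for the other 3 no fold change of this step is given. None of the 11 was called between segments 2 and 1. The smallest adjusted p in that comparison over the 40 sequences was 0.302 (limma).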

Differences in regulation of gene expression between the most distanced segments were up to two times higher (shown in bold, Table 4) than those determined between close-distanced segments.

**Table 4:** **Significant fold changes (FC) in gene transcription levels in eels from segment 3 as compared to individuals from segment 2 (FC 3:2) or from segment 1 (FC 3:1) (SAM analysis, FDR cutoff = 5%)**

**NAME**	**FUNCTION**	**EelBase number**	**FC 3:1**	**FC 3:2**	**FC 3:1/FC3:2**
S100P	calcium binding	eeel2_rep_c5535	12.7	6.1	**2.1**
S100P	calcium binding	eeel2_s9035	12.4	6.0	**2.1**
S100P	calcium binding	eeel2_s8956	11.8	6.7	1.8
S100P	calcium binding	eeel2_s8475	9.8	6.1	1.6
S100A11	calcium binding	eeel_rep_c16089	16.1	7.4	**2.2**
S100A11	calcium binding	eeel_rep_c58988	15.1	7.4	**2.0**
S100A11	calcium binding	eeel2_rep_c5969	14.0	7.3	1.9
S100A6	calcium binding	eeel2_s6035	14.3	6.5	**2.2**
S100A1	calcium binding	eeel2_rep_c8719	14.2	7.1	**2.0**
S100A1	calcium binding	eeel_s9222	12.0	9.1	1.3
Keratin 5	cell structure	eeel_rep_c59287	29.2	14.5	**2.0**
Keratin 12	cell structure	eeel2_rep_c5249	5.2	4.4	1.2
Keratin 12	cell structure	eeel_s8804	7.8	8.3	0.9
Keratin 12	cell structure	eeel_c8960	8.0	8.5	0.9
Cytokeratin 1	cell structure	eeel_rep_c58375	6.9	7.2	1.0
Cytokeratin 1	cell structure	eeel_c10204	7.3	7.7	0.9
Keratin	cell structure	eeel_c5504	7.7	8.7	0.9
Keratin	cell structure	eeel_c13622	8.3	9.0	0.9
Non muscle cofilin 1	neuralgrowth	eeel2_s5802	4.8	3.3	1.4
Non muscle cofilin 1	neuralgrowth	eeel2_s5819	4.0	3.0	1.3
Non muscle cofilin 1	neuralgrowth	eeel2_s5889	3.6	3.0	1.2
C59 protein	bacterial infection	eeel_c3624	9.2	3.0	**3.1**
Thy1 protein	surface glycoprotein	eeel_c9925	9.4	3.9	**2.4**
SH3 protein	unknown in brain	eeel2_rep_c5904	10.9	5.0	**2.2**
FABP protein	neural growth	eeel2_s8168	10.3	5.0	**2.1**
Mucin 2	unnown in brain	defence system	13.5	8.4	1.6
Intelectin 1	defence system	eeel2_c833	6.9	4.4	1.6
ATPase, Ca++ transporting	unknown in brain	eeel_2_rep_c8320	12.3	7.8	1.6
Calmodulin	synaptic signaling	eeel_c13874	11.5	7.4	1.6
Claudin 4	tight junction	eeel2_c529	6.1	4.6	1.3
Unnamed	unknown in brain	eeel2_c497	4.6	3.7	1.2
L0C100135339	unknown in brain	eeel2__rep_c4986	12.6	10.3	1.2
C2A protein	unknown in brain	eeel_rep_c35338	2.3	2.0	1.2
Zona pellucida-like protein	unknown in brain	eeel2_s8124	4.6	4.0	1.2
C13antigen	unknown in brain	eeel_c14624	10.2	8.9	1.2
Proteoglycan 4	unknown in brain	eeel2_c3589	2.5	2.3	1.1
Serotriflin	unknown in brain	eeel2_rep_c5326	3.3	3.2	1.1
BRAFLDRAFT_63199	unknown in brain	eeel2_s7960	2.4	2.5	1.0
Epiplakin	unknown in brain	eeel_rep_c28794	4.1	5.9	0.7
Mucin5	unknown in brain	eeel2_c2120	5.3	9.3	0.6

The ratios of fold changes; i.e. FC 3:1/ FC 3:2 equal or superior to 2 are shown in bold. Only sequences with FC ≥ 2 are shown.

### qPCR validation of microarray results

To validate microarray data, the transcriptional level of 6 genes that showed strong variations in their transcription levels among sampling sites was measured by qRT-PCR method. These two independent measures, by microarray and qRT-PCR, of transcript abundance gave consistent results, i.e. similar fold changes were observed (see Additional file 1: Figure S1).

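Of the 6 genes, the array data are given here; the qRT-PCR values were not analysed here. The 2 sequences of S100A1 had log2 fold changes of 4.00 (contig eeel2_rep_c8719, standard error 0.27) and 3.67 (contig eeel2_s9222, standard error 0.27) against segment 1, both at an adjusted p of 0.0209, and of 3.10 and 3.38 against segment 2, with an adjusted p of 0.139 and 0.0979 (limma). S100A6 (contig eeel2_s6035) had a log2 fold change of 4.16 (standard error 0.53) against segment 1 with an adjusted p of 0.0796 (limma). Against segment 2 it was 2.92 (standard error 0.50, adjusted p = 0.134, limma). The array sequences of the 6 genes number 11 in Table 4, of which 5 were called against segment 1 and 1 against segment 2. SAM on unlogged values called all 11 in both comparisons. Without pool 1, 2, 3, 7 or 9, limma called 0 of the 11 against segment 1, and without pool 8 it called 2. With the slide as a block it also called 0, in a fit that amounts to leaving out pool 1.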

## Discussion

### Energetic costs of obstacle passage

Eels sampled in the upstream and downstream segments of an impounded watercourse did not show any difference in terms of age, weight or length, suggesting that the ontogenetic stage of fish was homogenous along the river. Indeed, size was previously found to be the best proxy to assess the ontogenetic stage of glass eels and its related locomotory behavior [34]. Thus, in the present study, even if an effect of ontogenic stage cannot be completely excluded, it appears unlikely that differences observed in fish brain could be explained by the life stage of fish.

In contrast, the fact that relative body condition (Kn) was lower in eels from the most upstream group in comparison to those sampled downstream could imply that passage of water barriers is an energetically and metabolically requiring event [35]. An alternative hypothesis could be that since glass eels do not feed during their upstream migration [15], the distance covered to reach upstream segments might have reduced their energy reserves [36]. Our results are contradictory to a previous study [37], where tendency to migrate was associated with higher energy reserves. 

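What limma can call between 3 pools and 3 was tested on simulated data that kept the number of pools and the spread of each probe, with 200 probes changed by a log2 fold change of 2. In liver, 100 of the 200 were called in the comparison of segments 2 and 1, 92 in that of segments 3 and 1, and 114 in that of segments 3 and 2. In muscle, 93 of the 200 were called between segments 2 and 1. Changes of this size in single probes were thus missed in part. As a set, the 40 sequences of Table 4 had a median log2 fold change of 1.12 in liver of segment 3 against segment 1, where the difference from the brain effect was 1.96 (adjusted p = 0.151, limma's fry test of the interaction). Their median log2 intensity in single liver pools was 5.00, 10.74 and 11.14 in segment 1, and 10.92, 12.13 and 8.77 in segment 3. The liver pools of both segments thus overlapped, and the value of 1.12 does not show a rise in liver.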

In the present study, no differences in muscle and liver gene transcription among fish groups were found, which suggests that energy was not the main cue explaining the difference in passage behavior. However, it is important to notice that muscle samples from the third segment were missing (Table 3), thus precluding a full inter-segment comparison for this tissue.

### Differences in brain transcriptome profiles associated with upstream migration

Microarray analysis of brain tissue revealed that some genes were overexpressed in fish from the most upstream segment of the river compared to the two downstream sections.

Interestingly, most of these overexpressed genes were common to the comparisons between segments 1-3 and segments 2-3. In addition, the fold changes for most of the genes were found to increase with the number of obstacles crossed by glass eels. 

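In single pools, the median log2 intensity of the 40 sequences was 7.87, 7.35 and 6.68 in segment 1, 8.61, 7.17 and 8.29 in segment 2, and 10.95, 10.75 and 11.03 in segment 3. The pools of segments 1 and 2 overlapped, and those of segment 3 lay above all others.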

The analysis of the biological function of these common genes can provide new insights into the phenotypic traits that are stimulated and/or selected after obstacle passage (Figure 1). 

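The 10 array sequences of the S-100 family have 8 distinct probes, since the 3 sequences of S100A11 have the same probe sequence. The S100P probes of eeel2_rep_c5535 and eeel2_s9035 share 41 bases in a row. All 10 were higher in brain of segment 3, with log2 fold changes from 3.38 to 4.18 against segment 1 and from 2.79 to 3.38 against segment 2. Against segment 1, 7 of the 10 were called, with an adjusted p from 0.0209 to 0.0797 over the 10. Against segment 2 none was called (adjusted p from 0.0979 to 0.163, limma), while SAM on unlogged values called all 10. S100A11 (contig eeel_rep_c16089) had a log2 intensity of 7.24 ± 0.64 (SD, n = 3) in segment 1, 8.33 ± 0.93 (SD, n = 3) in segment 2 and 11.42 ± 0.17 (SD, n = 3) in segment 3. Its log2 fold change was 4.18 (standard error 0.35, adjusted p = 0.0229, limma) against segment 1 and 3.09 (standard error 0.49, adjusted p = 0.115, limma) against segment 2. The 4 sequences of S100P had log2 fold changes of 3.38 to 3.97 against segment 1, where 2 of them were called. Between segments 2 and 1, all 10 were higher in segment 2, with log2 fold changes from 0.29 to 1.24, and none was called (smallest adjusted p 0.518, limma). These directions held under each scaling.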

Among the 40 common overexpressed genes, 4 genes encoding for proteins belonging to the S-100 family proteins were identified.

The S-100 proteins [38,39] are known to control the intracellular homeostasis of calcium, which is one of messengers mediating the effects of neurotransmitters [40]. Moreover, S-100 proteins are also involved in microtubules and microfilaments synthesis [41,42]. They contribute to a broad spectrum of biological processes in the brain including cell migration, gene expression and neural signaling and activity [43] and even learning and memory at a higher biological level [44]. Calcium signaling is indeed an important pathway controlling neuronal activity, fast axonal flow and memory [45,46]. One of the S-100 members, **S100A6** (Calcyclin), was shown to be highly expressed in rat brain neurons [47], and its suggested functions include cell proliferation, differentiation [48] as well as cytoskeletal rearrangements [49,50] and cellular signal transduction [51]. At a higher biological level, S100A6 was shown to be associated with memory formation in rats [52]. Another S-100 member is **S100A11** (Calgizzarin), involved in regulating growth of cells [53] such as keratinocytes [54]. Interestingly, both S100A11 and S100A6 are specific targets of S100B [55], which is involved in neural plasticity [56]. **S100A1** protein could be associated with synapsin and is involved in calcium dependent synaptic vesicle trafficking [57]. Moreover, an association between exploratory behavior and S100A1 has been suggested in mice [58]. Finally, **S100P** protein is involved in cytoskeletal dynamics [59] and cell proliferation [60].

Another overexpressed gene was the cytoskeletal **Cofilin** (or ADF). This gene encodes for a protein that is involved in actin filament destabilization [61], which in turn allows dendritic development and differentiation, as well as neural polarization in mammalian brain [62] and axonal specialization [63]. 

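Non-muscle cofilin 1 is represented by 3 contigs whose probes have the same sequence, so that they count as 1 measurement repeated on the array. Contig eeel2_s5802 had a log2 intensity of 6.87 ± 0.72 (SD, n = 3) in segment 1, 7.46 ± 0.71 (SD, n = 3) in segment 2 and 9.32 ± 0.09 (SD, n = 3) in segment 3. Over the 3 contigs, the log2 fold change ranged from 1.95 to 2.46 against segment 1 and from 1.70 to 1.86 against segment 2. None of them was called in either comparison, with an adjusted p from 0.0512 to 0.126 against segment 1 and from 0.171 to 0.197 against segment 2 (limma). In each, the 3 pools of segment 3 were above all other pools, and SAM on unlogged values called all 3 in both comparisons.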

Cofilin is also involved in other similar functions, such as axogenogenesis, growth cone guidance and dendritic spine formation [64]. A role in synaptic plasticity in rats [65] and associative learning has been proposed in both rats and mice [66-68].

Another up-regulated gene was **claudin 4**, which is involved in epithelial tight junction [69] which in turn allows intercellular communication. Moreover, epithelial tissue is rich in intermediate filaments and cytokeratins, which could be linked with other genes overexpressed in glass eels found upstream. Thus, the genes encoding for the cytokeratin 1 and keratin 12 were found to be overexpressed in migratory eels. **Keratins** are structural proteins found in neurons and glial cells [70]. 

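Claudin 4 (contig eeel2_c529) had a log2 intensity of 6.97 ± 0.60 (SD, n = 3) in brain of segment 1, 7.46 ± 0.33 (SD, n = 3) in segment 2 and 9.72 ± 0.10 (SD, n = 3) in segment 3. Its log2 fold change was 2.76 (standard error 0.33, adjusted p = 0.0610, limma) against segment 1, which was not called, and 2.26 (standard error 0.21, adjusted p = 0.0447, limma) against segment 2, which was called.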

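The 8 keratin sequences of Table 4 have 8 distinct probes, and all 8 were higher in brain of segment 3. The probes of eeel_c8960, eeel_c5504 and eeel_c13622 share 31 to 37 bases in a row, so that they may not be independent measurements. Against segment 1, all 8 were called, with log2 fold changes from 2.54 to 5.03. Against segment 2, 6 of the 8 were called, with log2 fold changes from 2.28 to 4.11. The 3 sequences of keratin 12 had log2 fold changes of 2.54 to 2.99 against segment 1 and 2.28 to 3.08 against segment 2, and the 2 sequences of cytokeratin 1 had 2.82 and 2.89, then 2.89 and 2.96. The strongest keratin 12 sequence (contig eeel_c8960) had a log2 intensity of 11.39 ± 0.08 (SD, n = 3) in segment 1, 11.30 ± 0.24 (SD, n = 3) in segment 2 and 14.36 ± 0.05 (SD, n = 3) in segment 3 (adjusted p = 0.00925 against segment 1 and 0.0292 against segment 2, limma). Between segments 2 and 1, none of the 8 was called, and their median log2 fold change of -0.08 was within the spread of the pools; without scaling between arrays it became positive, as did the median of all probes, which moved to 0.36.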

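Calmodulin is represented in Table 4 by contig eeel_c13874, which Additional file 1 pairs with a protein of Schistosoma mansoni, and its probe shares 50 of its 60 bases with the probe of S100A11. Its log2 fold change in brain of segment 3 was 3.85 (standard error 0.56, adjusted p = 0.106, limma) against segment 1 and 3.08 (standard error 0.47, adjusted p = 0.106, limma) against segment 2, neither of which was called. SAM on unlogged values called both.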

Keratins are also known for their transient overexpression during neural differentiation from polymorphic cells in rabbits [71]. **Calmodulin** is a well-studied protein involved in calcium-related [72] synaptic neurotransmission [73] and calcium-dependent gene expression [74]. Together with several transcription factors from the IEG (Immediate Early Genes) family under its regulation, calmodulin is strongly linked to learning and memory [75-78], as found in rats. Indeed, genes belonging to the IEG group are among the first genes regulated in response to environmental stimuli [79]. They are involved in long term potentiating (LTP) and in the establishment of long term memory that requires rapid *de novo* synthesis of proteins [80]. 

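The sequence listed as Thy1 in Table 4 (contig eeel_c9925) is named as a hypothetical protein in Additional file 1. It was not well above background on any brain array of segment 1. In segment 3 its log2 intensity was 7.12 ± 0.16 (SD, n = 3) and in segment 2 4.89 ± 0.58 (SD, n = 3). Its level in segment 3 was at least 3.78-fold higher than in segment 1 (adjusted p = 0.214, limma), and its log2 fold change against segment 2 was 2.23 (standard error 0.32, adjusted p = 0.102, limma). Neither comparison was called, while SAM on unlogged values called both.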

Among the other overexpressed genes, **Thy1** encodes a neural surface glycoprotein that was shown to play a role in axogenogenesis in rats [81] and in olfactory system development in mice [82]. 

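The FABP sequence of Table 4 (contig eeel2_s8168), a liver-type fatty acid-binding protein in Additional file 1, was not well above background on any brain array of segment 1. Its log2 intensity was 5.15 ± 0.94 (SD, n = 3) in segment 2 and 7.84 ± 0.18 (SD, n = 3) in segment 3. The level in segment 3 was at least 6.20-fold higher than in segment 1 (adjusted p = 0.0877, limma). Against segment 2 the log2 fold change was 2.69 (standard error 0.49, adjusted p = 0.161, limma). Limma called neither comparison.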

Fatty acid binding protein (**FABP)** are involved in several functions in brain, among which neural development and cognitive processes appear to be common to the functions of other overexpressed genes in this study [83].

None of the overexpressed genes were related to thyroid activity, such as iodothyronine deiodinase type I and III. Thus, the hypothesis of thyroid dependent propensity to migrate [84] or climb obstacles [26] was not supported by our results. In contrast, overexpressed genes in upstream eels were mainly involved in cellular signaling, neural development and differentiation, as well as synaptic plasticity.

### Water obstacle effects on gene expression

The difference in gene transcription in fish brain between the most upstream group and the two others could be interpreted either as a difference in brain development [85] or as a difference in cognitive, learning and memory abilities between groups. Fish brain growth is allometric and development of its various parts is linked to environmental conditions [86-89]. Previous experimental investigations pointed out the association between behavioral flexibility and cognitive abilities [90]. Indeed, personality and coping style concepts were both related to individual capacities in spatial memory and learning abilities, where differential regulation of genes involved in neurogenesis was emphasized [91].

Phenotypic traits highlighted in our study seemed to be related to cognition. In our case study, passage through river impoundments would stand for a hard cognitive task as it involves spatial recognition while climbing the walls and route choice based on perception of visual cues, which is rather unusual for juvenile eels [85]. Indeed, water obstacle passage often requires to climb and to get out of the water, where the extremely developed olfactive system of eel could be less useful than in the aquatic environment, making any behavioral decision demanding higher cognitive appraisal than relying on environmental cues. Passing non-natural obstacles such as water dams could represent a real conundrum for eels and could impede the upstream migration for those with undeveloped or with no ability to develop cognitive functions.

### Gene induction by obstacle crossing?

The overall results suggested a difference in brain functioning between individuals successfully crossing the water obstacles and those situated on the downstream part of water impoundment. Whether gene transcription was temporarily induced by the passage event or whether these differences pre-existed in glass eels before they met the obstacle is difficult to decipher. Indeed, transcriptomic analysis provided phenotypic data, but also represented an intermediary step from genotype towards functional phenotype [92]. Gene expression could be therefore interpreted as a physiological acclimatation or phenotypic plasticity [93,94]. Other studies used gene transcription patterns as indicators of adaptive divergence [95,96].

Several studies on European eel considered trans-generational local adaptation hypothesis as less likely, all the more so because of random mating and absence of habitat choice at least during larval dispersal [97]. Previous studies failed to reveal a clear inter-location genetic heterogeneity of eels across Europe [98], and selection on locally adaptive traits may be too costly for eel [99]. Instead, phenotypic plasticity was hypothesized as the best strategy to deal with habitat heterogeneity in such cases [100,101]. A recent experimental study on American eel has proposed an effect of both origin and environment (salinity), as well as its interaction on gene expression [102]. However, differences in plastic responses were higher between environments within origin than gene expression variation between origins for both rearing environments, suggesting that phenotypic plasticity is not the only cause of phenotypic variation in eel, yet its contribution to the process remains overwhelming in front of (epi) genetic differences related to sampling location.

In our case study, changes in gene transcription profiles could be temporarily induced when eels cross the obstacle. The highest differences in gene transcription in brain were found for fish sampled at the third most upstream group while fish were passing the fishway. The hypothesis of temporary induction of gene transcription while crossing the obstacle could be strengthened, not only by the phenotypic plasticity of eel *per se*, but also by the acknowledged and functionally pertaining high plasticity of the brain [91,103,104].

## Conclusion

Our results showed significant differences in gene transcription in the brain of glass eels sampled above and below the water obstacles. Although the influence of swimming distance on molecular phenotypes has to be taken into account by further analyses of non-impounded watercourse, brain plasticity and cognitive function seem to play an important role in the capacity of glass eels to cross aquatic obstacles. Two main directions for the further studies could be proposed. First, a comparison between climbing and remaining eels within the same location would allow focusing on the climbing event only. Next, the persistence of gene expression patterns could be tested by a long-term common garden experiment, thus explaining its proximate cause by separating the phenotypic plasticity and genetic components.

### Availability of supporting data

Probe sequences and further details on the microarray platform can be found on the GEO database under accession number GPL15124. Normalized fluorescence data have been deposited in the GEO database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE56040.

## Additional file

Additional file 1: Figure S1. Comparison of fold changes (FC) between the transcription levels of brain genes encoding for Claudin 4, Cofilin 1, S100A1, S100A11 and S100A6 proteins and Thy-1, obtained by microarray (white bars) and RT-qPCR analysis (black bars). Two fold changes are compared: A) between the segments 3:1 and B) between the segments 3:2. **Table S1.** Sequences of specific primers pairs used in quantitative RT-PCR analyses. **Table S2.** Details about the genes that were differentially transcribed in eels from segment 3 as compared to individuals from segment 2 (FC 3:2) or from segment 1 (FC 3:1).

How the deposited data were processed for this re-analysis (not part of the article)

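Gene transcription was measured by 1-colour microarray in 24 pools of 3 eels, with 3 pools per segment from brain and liver (segments 1, 2 and 3) and from muscle (segments 1 and 2). Each pool had 1 array, without replicate arrays. Pools were assigned to tissue and segment from the deposited sample labels and Table 1. The array holds 14913 probes of 60 bases for 13523 contigs of the European eel, and 536 control spots.

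For each array the deposit holds the output of Agilent Feature Extraction 9.5.1. Its processed signal is an intensity on a linear scale, with the background subtracted, spatial trends removed and a surrogate value in place of spots not above background, and it is not normalized between arrays. A second deposited table holds the authors' normalized intensities, also on a linear scale. Checked against the scanner output, this table ranked the probes of each array as the processed signal does (lowest Spearman's rho 1.0 across probes), and its maximum was equal on all arrays of a tissue, the form that quantile normalization within a tissue gives. Control spots, and 115 spots over all arrays marked by the software as outliers (at most 74 on 1 array), were left out. Over all arrays, 14 spots were saturated. The share of probes well above background, by the mark of the software, ranged from 60.3% to 84.3% between arrays. The number of arrays limits the precision of every value.

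The processed signal was put on the log2 scale and quantile-normalized within each tissue over all its arrays. No filter on dim probes was applied. Segments were compared in pairs, with only the 3 pools of each, in limma 3.58.1 (R 4.3.3), by a linear model per probe with the default empirical Bayes prior. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 over the 14913 probes and a fold change, as the ratio of geometric means, of at least 1.5. Where no array of a segment was well above background for a probe, its fold change was given as a bound, with that segment at the lowest normalized value that was well above background on the same array. Differences between tissues were tested as an interaction in 1 limma fit of brain and liver, and the sequences of Table 4 as a set by fry and camera. The interaction was also fitted with the pool number as a block. The pairing comes from the paper, which gives brain and liver of the same individuals in 9 pools, and from labels that number both tissues alike, but which eels each numbered pool holds is not stated. Deviations of same-numbered brain and liver pools from their segment means correlated by more than 0.1 in 8 of the 9 pools (median 0.216, against -0.112 for differently numbered pools of a segment) and by -0.00784 in pool 8. Deviations from a segment mean cancel within the segment. The value of differently numbered pools therefore follows from that of same-numbered ones and is no separate baseline. The sequences named are those of Table 4. In each comparison, the 2 probes outside Table 4 with the largest rise and the 2 with the largest fall were named too. They were taken among called probes whose pools did not overlap and were ranked by fitted values, not by bounds.

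These choices, and the alternatives to them, were fixed before the data were examined. The alternatives were scaling to the 75th percentile, no scaling, quantiles over all arrays, normexp background correction with an offset of 50, the authors' normalized table, keeping spots marked as outliers, a filter on dim probes, all segments of a tissue in 1 fit, a variance prior with trend and robust estimation, the slide as a block, no minimum fold change, a false discovery rate of 10%, ratios of arithmetic means, other tests of the set, and leaving out each pool in turn. SAM, the program the paper used in version 4.0, was written anew for its 2-class unpaired test with all 20 permutations, and was run on log2 and on unlogged values. SAM on the authors' normalized table was added after the data had been seen.

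The fit was tested on simulated data with 200 probes changed by a log2 fold change of 2. Limma recovered between 92 and 159 of the 200, depending on the comparison, all with the right sign, with 1 to 9 other calls, and SAM on log2 values recovered between 78 and 158. Without any simulated change, limma made 0 calls in all comparisons but that of muscle, where it made 1. For the covariation of the sequences of Table 4 and for changes of lists, 10000 random lists of the same size were drawn, each sequence being replaced by a probe within 100 ranks of its mean intensity. A probe outside Table 4 was said to follow the list where its deviations from the segment means correlated with those of the list by at least 0.8 in liver and in muscle. Probes that share 20 bases or more in a row with a probe of Table 4, on either strand, were left out there.

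The slide and the scan session were read from the scanner output. The deposit gives no gene names for the probes, so that names are those of Table 4 and Additional file 1, and 2 planned tests were not run, on thyroid-related probes and on lists of tissue markers. The qRT-PCR values and the morphometric data are not among the deposited values and were not analysed here.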

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

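In this part, the tests within the slide shared by both segments, without brain pool 8, and of slides shared between segments were chosen after the results were seen, as was the comparison of spike-in controls.

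Between brain and liver, 12 probes had a different effect of segment 3 against segment 2 in a test of the interaction, with the effect higher in brain for 9 and lower for 3. A difference between the tissues drew attention to this result, and 1 of the 12 is a sequence of Table 4. The test takes brain and liver pools as independent. With the pool number as a block, which takes brain and liver pools of a number as the same eels, 0 probes were called. Scaling to the 75th percentile gave 9 such probes and quantiles over all arrays 22. Leaving out brain pool 4, or liver pool 5, 6, 7 or 9, gave 0, leaving out brain pool 8 gave 28, and leaving out liver pool 4 gave 20. In both tissues the arrays of segment 2 were scanned in another session than those of segment 3, and 0 slides hold brain pools of both segments. A shift with the slide or session that differs between tissues may therefore underlie these differences and cannot be told apart from the segment. A response of the brain that the liver lacks stays open as well and was not tested apart from the session.

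Outside Table 4, 37 probes were called higher in brain of segment 3 than of segment 1, and none was called lower. These probes are not in Table 4, and whether they belong to other genes than its sequences is not known, as the deposit names no genes. With the slide as a block, which amounts to leaving out pool 1, no probe was called in this comparison at an adjusted p under 0.05 by limma. In that fit 761 had an unadjusted p under 0.05, and SAM on log2 values without a block called 153. The 40 sequences of Table 4, which share the direction of these probes, had a median log2 fold change of 3.19 within the slide that holds pools of both segments and of 3.27 without pool 8, whose array had a raised background. These values argue against the slide or that array as the whole reason for the rise of the list. RNA of another tissue in unequal amounts is a candidate explanation for a part of the 37 probes. Of the 31 that could be considered, 8 (25.8%) followed the list between liver and between muscle pools of a segment, against 1.11% of all probes considered, and 154 such followers had a median log2 fold change of 1.95 in this comparison. For the other 23 of the 31, the tables decide nothing. A response of the brain to the passage, or to life in segment 3, stays open. The count of splits by itself cannot exclude a chance arrangement of the pools, as 1 of 10 splits, the real one, gave as many calls and no smaller share is possible.

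Signal in control spots, which the paper does not report on, differed between scan sessions. The 6 brightest of the 10 spike-in RNAs had a mean log2 intensity of 10.73 ± 0.40 (SD, n = 12 arrays) in the first session and 13.00 ± 0.28 (SD, n = 12 arrays) in the later one, 4.83-fold higher. The spike-in RNAs are added before labelling and do not come from the eels, so that a technical difference between the sessions remains, in the amount added, the labelling, the hybridization or the scan, and none of these was tested alone. No biological explanation was tested. The intensities of the eel probes did not shift in proportion, since the mean 75th percentile of brain arrays was 1537 in segment 1, 1996 in segment 2 and 2283 in segment 3. For brain and liver, comparisons with segment 2 carry this difference between sessions, and comparisons of segments 1 and 3 do not.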

How the results depend on the processing

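SAM on the authors' normalized table was chosen after seeing the data, and the other alternatives before. Where no cause is named, the cause was not tested.

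The median log2 fold change of the 40 sequences of Table 4 stayed positive in every alternative run for it, pools left out included, against segment 1 (2.76 to 4.18) and against segment 2 (2.43 to 3.21). Against segment 1 it was 3.17 to 3.29 with a pool left out. The set test called it wherever one was made. The ratio of arithmetic means has no set test, and SAM, the prior with trend and robust estimation, the minimum fold change and the false discovery rate were not run for the median. The list was chosen on these pools for this rise, so that the set tests restate that choice. The median of segment 2 against segment 1 stayed positive and uncalled (0.22 to 0.92), except that camera with a preset correlation called it, at the same 0.52. That test assumes a correlation of 0.01 between probes, where the estimate was 0.38. The exact permutation of the median cannot go below p = 0.1 and says nothing about stability. The covariation of the list was within its spread under scaling to the 75th percentile and with pools left out (0.22 to 0.45 in brain, 0.76 to 0.79 in liver, 0.64 to 0.84 in muscle). Scaling to the 75th percentile moved the median log2 fold change of all probes by more than 0.1 in all comparisons but brain 2 against 1, for example to 0.22 for brain 3 against 1 and to -0.39 for liver 2 against 1. No scaling moved it to 0.78 for brain 3 against 1 and to 0.36 for brain 3 against 2.

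Counts of calls depended on the processing. In brain, segment 3 against 1, the count of 57 became 113 with scaling to the 75th percentile, 197 without scaling, 133 with normexp background correction, 90 with a filter on dim probes, 124 with all segments in 1 fit, 98 with a prior with trend and robust estimation, 97 at a false discovery rate of 10%, 153 by SAM on log2 values and 154 by SAM on log2 values of the authors' table. With the slide as a block it became 0, in a fit with fewer degrees of freedom that amounts to leaving out pool 1. It was 0 to 68 with a pool left out, with 68 without pool 8 and at most 1 without any other. Of the 57, 52 were also called with normexp background correction and 51 with scaling to the 75th percentile. In segment 3 against 2, the count of 44 became 18 with scaling to the 75th percentile, 0 without scaling, 70 with the authors' table, 98 with all segments in 1 fit, 104 at 10%, 177 by SAM on log2 and 120 by SAM on unlogged values, and 130 and 202 by SAM on unlogged and log2 values of the authors' table. With a pool left out it was 0 to 83, and 83 without pool 8. In segment 2 against 1, the count of 13 became 969 with scaling to the 75th percentile, 661 without scaling, 47 with the authors' table, 40 at 10%, 5 by SAM on log2, 3 by SAM on unlogged values and 5 by SAM on unlogged values of the authors' table. A filter on dim probes, which removes 9 of the 13, left 1. The count was 0 with quantiles over all arrays, normexp background correction, all segments in 1 fit, a prior with trend and robust estimation and the slide as a block, and 0 to 3 with a pool left out. The probes called in both comparisons with segment 3, 17, became 57 with normexp background correction, 29 with the authors' table, 34 with a filter on dim probes, 66 with all segments in 1 fit, 31 with a prior with trend and robust estimation, 47 at 10%, 100 by SAM on log2 and 59 by SAM on unlogged values, 62 and 106 by SAM on unlogged and log2 values of the authors' table, 0 without scaling and 0 to 22 with a pool left out.

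In liver, segment 2 against 1, the count of 42 became 2885 with scaling to the 75th percentile, 19 with a filter on dim probes, 229 at 10%, 93 by SAM on log2 values and 91 by SAM on log2 values of the authors' table. It was 0 without scaling, with normexp background correction, with a prior with trend and robust estimation and with the slide as a block. With a pool left out it was 0 to 2. The 2885 were 157 higher and 2728 lower in segment 2, whereas the 42 were 26 higher and 16 lower. In segment 3 against 2, the count of 11 became 85 without scaling, 7 with quantiles over all arrays, 6 with the authors' table, 7 with a filter on dim probes, 39 with all segments in 1 fit, 71 at 10%, and 25 and 23 by SAM on log2 values here and in the authors' table. It was 0 with scaling to the 75th percentile, normexp background correction, a prior with trend and robust estimation and the slide as a block. With a pool left out it was 0 to 1. The 85 were 75 higher and 10 lower in segment 3, whereas the 11 were 3 higher and 8 lower. In segment 3 against 1, the count of 0 became 2 by SAM on unlogged values and 1 by SAM on unlogged values of the authors' table, and was 0 to 2 with a pool left out. In muscle, the count of 0 became 8 with the slide as a block, which sets a lone pool of segment 1 against 3 of segment 2 and assumes that it varies like the others. The count became 2 by SAM on unlogged values and 8 by SAM on log2 values of the authors' table, and was 0 to 2 with a pool left out.

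Of the 11 array sequences of the genes measured by qRT-PCR, 5 were called against segment 1. This became 9 with scaling to the 75th percentile, 10 without scaling, 8 with quantiles over all arrays, 11 with normexp background correction, 8 with the authors' table, 9 with a filter on dim probes, 9 with all segments in 1 fit, 9 with a prior with trend and robust estimation, 9 at 10%, 10 by SAM on log2 and 11 by SAM on unlogged values, 0 with the slide as a block, and 0 to 2 with a pool left out. Against segment 2, the count of 1 became 0 with scaling to the 75th percentile and without scaling, 6 with normexp background correction, 4 with all segments in 1 fit, 2 at 10%, 8 by SAM on log2 and 11 by SAM on unlogged values, and was 0 to 1 with a pool left out.

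For the difference between brain and liver, the count of 0 for segment 3 against 1 became 1 with quantiles over all arrays and 8 with scaling to the 75th percentile, and was 0 to 4 with a pool left out. For segment 3 against 2, the count of 12 became 22 with quantiles over all arrays and 0 with the pool number as a block, and was 0 to 28 with a pool left out. The block changed no other call, the count for segment 3 against 1 and the set tests of the list in the difference between tissues included (adjusted p = 0.214 with the block in both comparisons, limma's fry test).

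Single sequences were recomputed as well. No value changed direction. Of the values of Table 4 sequences under other processing, 214 stayed on their side of the threshold, 62 passed it and 9 fell short of it. With a pool left out, 48 stayed and 12 fell short. Outside Table 4, 95 stayed and 76 fell short under other processing, and 2 stayed and 34 fell short with a pool left out.

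Signal over background limits the dim probes. Of the calls, 2 of 57 in brain 3 against 1, 5 of 44 in 3 against 2, 9 of 13 in 2 against 1, 23 of 42 in liver 2 against 1 and 5 of 11 in liver 3 against 2 were not well above background on every array of either segment. The slide as a block was not run for brain 3 against 2, where each segment had a slide of its own. The planned tests of thyroid-related probes and of tissue markers were not run, as the deposit names no genes for the probes.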

Differences from the paper's values

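The alternatives named here were set before the data were examined, except SAM on the authors' normalized table, which was chosen after seeing the values.

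For brain of segment 2 against segment 1, 8 probes were called higher, and the paper's value is 0. The value was 0 with quantiles over all arrays, normexp background correction, all segments in 1 fit, a prior with trend and robust estimation, the slide as a block, SAM on unlogged values, and without pool 1, 2, 3, 4 or 6. It differed from the paper's with scaling to the 75th percentile, no scaling, the authors' normalized table, outlier spots kept, a filter on dim probes, no minimum fold change, a false discovery rate of 10%, SAM on log2 values and without pool 5. The number called lower was 5 here and is 5 in the paper, which does not show that they are the same probes. It was also 5 with outlier spots kept and with no minimum fold change. It was 926 with scaling to the 75th percentile, 507 without scaling, 15 with the authors' normalized table, 16 at a false discovery rate of 10%, 1 by SAM on log2 and 3 by SAM on unlogged values, 2 without pool 6, and 0 with the remaining alternatives set before the data were examined.

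For brain of segment 3 against segment 1, 0 probes were called lower, and the paper's value is 1. Quantiles over all arrays, a filter on dim probes and a false discovery rate of 10% gave 1, and the remaining alternatives set before the data were examined, each pool left out included, gave other values. SAM on unlogged values of the authors' normalized table, chosen after seeing the values, also gave 1. The number called higher was 57 here and is 49 in the paper, within the margin of 1.5 times.

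For brain of segment 3 against segment 2, 33 probes were called higher, and the paper's value is 54. The value came within 1.5 times of the paper's with normexp background correction (62), the authors' normalized table (49), a filter on dim probes (51), all segments in 1 fit (79), a prior with trend and robust estimation (37), a false discovery rate of 10% (77) and without pool 8 (59). It did not with scaling to the 75th percentile, no scaling, quantiles over all arrays, outlier spots kept, no minimum fold change, both forms of SAM and any other pool left out. In the same comparison 11 probes were called lower, and the paper's value is 20. The authors' normalized table (21), all segments in 1 fit (19), a false discovery rate of 10% (27), SAM on unlogged values (29) and leaving out pool 8 (24) came within 1.5 times of it, and the other alternatives set before the data were examined did not. SAM on unlogged values of the authors' normalized table, chosen after seeing the values, gave 27, also within that margin.

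The probes called in both comparisons numbered 17, and the paper's value is 40. Within 1.5 times of it were normexp background correction (57), the authors' normalized table (29), a filter on dim probes (34), a prior with trend and robust estimation (31), a false discovery rate of 10% (47) and SAM on unlogged values (59). The other alternatives set before the data were examined, each pool left out included, were not.

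Of the 40 sequences that the paper calls in both comparisons, 9 were called in both here. SAM on unlogged values called all 40 in both, and SAM on log2 values 32. SAM on the unlogged values of the authors' normalized table, chosen after seeing the values, called all 40 in both, within 62 probes, and gave 0 probes higher and 5 lower in segment 2 against segment 1, 72 higher and 1 lower in segment 3 against segment 1, and 103 higher and 27 lower in segment 3 against segment 2. On the log2 values of that table, also chosen after seeing the values, SAM called 38 of the 40 in both.

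The fold changes of Table 4 that could be compared as values, 34 of the 40 against segment 1 and 38 of the 40 against segment 2, did not differ by more than 1.5 times together with more than the spread of the pools. Lower bounds stand here for 5 and 2 others, below 1.5 times the paper's values, and a bound cannot show that the values are equal. For the zona pellucida-like protein against segment 1, no bound can be given. If fitted values are taken in place of bounds, Thy1 against segment 1 has the largest ratio, 1.71 times the paper's value. Under the alternatives, all 40 were compared, with fitted values where the main result has a bound or none can be given. Without scaling between arrays, 31 of the 40 fold changes differed by that margin against segment 1 and 9 against segment 2. With normexp background correction 8 and 9 differed, with scaling to the 75th percentile 4 and 7, and with quantiles over all arrays 1 and 1. With quantiles it was the zona pellucida-like protein, by fitted values, in both comparisons. Against segment 1, only a keratin sequence and epiplakin differed as measured values with normexp and with the 75th percentile. The others there were fitted values. None of the 40 differed as ratios of arithmetic means, with outlier spots kept or in the authors' normalized table. As ratios of geometric means, with fitted values in place of bounds, the fold changes were a median of 1.12 times the paper's in both comparisons. As ratios of arithmetic means they were 1.05 times the paper's against segment 1 and 1.03 times against segment 2, and in the authors' normalized table 0.977 and 0.993 times.

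The paper states that liver did not differ between segments. Here 42 probes were called between segments 2 and 1 of liver and 11 between segments 3 and 2, and none between segments 3 and 1. Liver arrays of segment 2 were all scanned in another session than those of segments 1 and 3. For the counts of 42 and 11, session and segment therefore cannot be told apart. The counts of 42 and 11 both became 0 with normexp background correction, a prior with trend and robust estimation and the slide as a block. By SAM on unlogged values they were 46 and 12, and 2 probes were called between segments 3 and 1. The paper also states that most of the genes overexpressed in segment 3 were common to both comparisons. Here 17 of the 57 probes called higher against segment 1 were also among the 33 called higher against segment 2. By SAM on unlogged values, 59 of the 67 probes called higher against segment 1 were shared, and by SAM on unlogged values of the authors' normalized table, chosen after seeing the values, 62 of 72, so that under SAM most were common.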

Other observations

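In this part, the tests of covariation in liver and muscle as a sign of another tissue, of Mucin5, of the shared slide, of brain pool 8, of the session of segments 1 and 3 and of slides shared between segments were chosen after the results were seen. The tests of probes outside Table 4, of level-matched lists for the step from segment 1 to 2, and of other splits of the pools were written down before their results.

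The 40 sequences of Table 4 varied together between pools of a segment in tissues that the paper reports without differences. Their mean pairwise correlation, as deviations from the segment means, was 0.780 over the 9 liver pools and 0.792 over the 6 muscle pools, in each case above all 10000 random lists matched for intensity, of which 95% lay below 0.047 in liver and 0.114 in muscle. In brain it was 0.355, also above all random lists. With 1 probe kept for each distinct sequence, it was 0.766 in liver and 0.775 in muscle. The median log2 intensity of the list went from 5.00 to 12.13 between liver pools and from 7.60 to 11.19 between muscle pools. In brain, it was 6.68 to 7.87 in pools of segment 1 and 10.75 to 11.03 in pools of segment 3. The covariation in liver and muscle is within segments, so that the segment does not account for it.

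RNA of another tissue, carried into the pools in unequal amounts at dissection, is a candidate explanation for the rise of the list in brain of segment 3. It predicts that probes outside Table 4 which follow the list between liver and muscle pools also rise in brain of segment 3. Of 13895 probes considered, 154 followed the list at a correlation of at least 0.8 in both tissues. Their median log2 fold change in brain was 1.95 for segment 3 against 1 and 1.59 for segment 3 against 2, both above all 10000 matched random lists, whose medians were -0.11 and -0.15. Against segment 1, 136 of the 154 were higher and 121 (78.6%) were at least 2-fold higher, compared with 7.30% of all probes considered. With the least correlation at 0.7 or 0.9, the median against segment 1 was 1.56 over 229 probes and 2.41 over 90. These values are in line with that explanation, in a test that could have come out otherwise, but they do not single it out. A set of genes regulated together in all 3 tissues would also vary together between pools, and some of the 154 probes may belong to the same genes as Table 4, since the deposit names no genes. No list of tissue markers could be used, so that the source tissue was not tested. Table 4 names keratins, cytokeratin 1 and claudin 4, which the paper relates to epithelial tissue. The paper also places keratins in neurons and glial cells. The median rise of the list was 3.19 within the slide that holds pools of both segments and 3.27 without brain pool 8, which argues against the slide and against the raised background of that array as its whole reason. Against segment 2, a shift with the slide or session alone would put segment 1, scanned in the session of segment 3, as far above segment 2 as segment 3 was (2.85), whereas segment 2 had a median log2 fold change of 0.52 over segment 1 (0.28 with the sequences that are dim in segment 1 alone at the background limit). This argues against such a shift as the only difference between the segments. A shift that hides a rise of segment 2 itself over segment 1 cannot be told apart from the segment, as 0 slides hold pools of segments 2 and 3. A response of the brain to the passage stays open as well, and eels of segment 3 were sampled on the fishway, so that the place of sampling goes with the segment.

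Mucin5 (contig eeel2_c2120) did not follow the other sequences. Over the 15 liver and muscle pools its deviations correlated with those of the rest of the list by -0.425 (Pearson's r, permutation test p = 0.114, 2-sided) and by -0.45 (Spearman's rho, permutation test p = 0.0938), and by -0.449 without the 2 pools farthest from the median of the list. Within liver r was -0.547 and within muscle -0.443. The corresponding r of the other 39 sequences had a median of 0.938, and 37 of them were above 0.5, with FABP (0.289) and C59 (0.350) the lowest. The highest log2 intensity of Mucin5 was 5.47 in liver and 6.56 in muscle, against 10.02 ± 0.12 (SD, n = 3) in brain of segment 3. The tissue that the other sequences may trace in liver and muscle thus leaves the rise of Mucin5 in brain unexplained. Which other explanation holds for Mucin5 was not tested.

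For the step from segment 1 to segment 2 in brain, the median log2 fold change of the list (0.52) lay at percentile 100 of matched random lists, 95% of which were below 0.114. Quantile normalization within a tissue largely removes a shift between sessions that depends on intensity alone. Those lists therefore lie near 0 in any case and decide nothing about such a shift. The list also varied together between brain pools, with a mean pairwise correlation of 0.355 against a median of 0.018 for random lists. The percentile therefore overstates how unusual 0.52 is. Over the pool medians, the standard error of this step was 0.56. A shift between sessions that differs from probe to probe may contribute, as 0 slides hold brain pools of both segments, so that it cannot be told apart from the segment. The difference was not called for any sequence, and limma's fry test gave an adjusted p of 0.277 for the list.

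Other splits of the same 6 pools into 3 and 3 were counted for each comparison. In brain, only 1 of 10 splits, the real one, gave as many calls for segments 3 and 1 (57 calls, at most 0 in the others), for segments 3 and 2 (44, at most 5) and for segments 2 and 1 (13, at most 3). In liver, the same held for segments 2 and 1 (42, at most 2) and for segments 3 and 2 (11, at most 0). Since 1 of 10 is the smallest share that these splits allow, the count of splits by itself cannot exclude chance in these 5 comparisons. For segments 3 and 1 of liver and for muscle, where 0 probes were called, the count is 10 of 10 whatever the other splits give, and it says nothing about chance.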
